A study of Mus musculus with 18 samples.

How the data were processed

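Chromatin immunoprecipitation followed by sequencing was carried out on E14 mouse embryonic stem cells, a pluripotent line, grown in 2i/LIF medium, which keeps such cells undifferentiated with inhibitors of MEK and GSK3 and the cytokine LIF. The labels describe 18 libraries in 9 groups of 2 replicates. Of these, 10 libraries came from untreated cells, without a spike-in, for H3K27me1, H3K27me2, H3K27me3, H3K36me2 and H3K36me3. The other 8 libraries were quantitative. Cells were treated for 7 days with 10 µM EPZ-6438, an inhibitor of the H3K27 methyltransferase EZH2, or with an equal volume of its solvent DMSO. Sonicated mouse chromatin was mixed with Drosophila S2 chromatin at 0.05% of the total before precipitation of H3K27me3 or H3K36me2. Libraries were assigned to groups from their labels alone, and the labels gave no sequencing batch.

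Each library was represented by a deposited track of log2 values in 1 kb windows placed every 500 bp (5451088 windows), made by the authors from aligned reads. The aligner, read extension, treatment of duplicates and genome build are stated neither in the labels nor in the tracks, which have no header. The scale was worked out from the values. In every track, 2 to the power of the value, minus 1, was a whole multiple of a single step in 100% of windows at a tolerance of 0.02, so each value was the log2 of 1 plus a whole read number times a factor. In the untreated libraries the factor scaled the values to reads per 1000000 mapped reads (RPM). In the quantitative libraries it was a number with 3 decimals that did not follow the mouse read total, from 0.099 to 11.1, and it was taken to be the authors' spike-in factor; how it was derived is not stated, and every level on the spike-in scale below rests on it. Recovery of the step was tested on 3 simulated libraries, where 100% of read numbers were recovered.

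Values were returned to the linear scale and non-overlapping windows were used (2633787 windows on 19 autosomes and chromosome X). Chromosome Y was left out of all comparisons, and the 17 mitochondrial windows held 0 reads in every library. Reads that spanned a window edge were counted in each window they touched, 1.32 windows per read on average in the untreated libraries, and mouse read totals were estimated by dividing by that number. Read totals are given in units of 1000000 reads (M). Estimated totals ranged from 17.3 to 50.9 M in the untreated libraries and from 16.3 to 84.4 M in the quantitative libraries other than H3K27me3 after the inhibitor, which had 0.750 and 1.34 M. No input library was used here, and no background was subtracted.

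Peak lists for H3K27me1, H3K27me2, H3K27me3 and H3K36me2 were the authors' own and carried a deposited score per peak whose scale is not stated. Per the deposited description they hold peaks replicated between the 2 untreated libraries of a mark. The peak caller, threshold and background are not stated. A peak list for H3K36me3 was not used here. A window was assigned to a peak set when at least 500 bp of it lay in a peak. The score was used only to rank peaks within a list.

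For tests across the genome, windows were averaged in 10 kb bins (263369 bins), the value was log2(mean scaled reads per window + 1), and bins with a value above 0 in all 4 libraries of a mark were tested. The 2 inhibitor libraries were compared with the 2 DMSO libraries of the same mark with limma 3.58.1 (R 4.3.3; lmFit and eBayes with no covariate), and bins were called at a Benjamini-Hochberg adjusted p under 0.05. A fold change on this scale understates the change of bins near 0. Negative binomial count models were set out only for deposited counts and were not run; limma-voom was run on the recovered reads as an alternative. On simulated H3K36me2 data (252777 bins), 104 of 200 bins changed by up to 4-fold were called, and 200 of 200 changed by up to 64-fold. Each simulation called 8 unchanged bins. The simulated libraries were scaled to equal totals. On the spike-in scale the real H3K36me2 libraries also differed as a whole. The SD of their log2 genome-wide mean was 0.42 after DMSO and 0.59 after the inhibitor. These counts therefore do not give the power of the main fit for H3K36me2. On simulated H3K27me3 data, where the inhibitor libraries are shallow, limma called 90 of 113 bins changed by up to 64-fold. Changes of up to 4-fold were not detectable at this depth. Of 200 bins changed by up to 64-fold, only these 113 had reads in all 4 simulated libraries, and lowered bins are the more likely to be lost. The simulated arms also had no genome-wide fall. These counts therefore do not show how well falls of H3K27me3 are detected.

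Mean levels over the genome, over peak sets and over windows in 1 peak set but not the other were computed per library and compared between arms with an exact two-sided permutation test, which cannot go below 0.333 with 2 against 2 libraries. Class means are also given relative to the library's own mean over all windows, which removes the spike-in factor. Errors are SD over libraries unless called SE. Spearman correlations were computed across bins or windows, which are not independent replicates, so no p is given for them; 10 pairs of marks were compared in this way. Shared sequence between peak sets was compared with 100 random placements of one set on the same chromosomes (bedtools 2.31.1 shuffle), with a two-sided permutation p whose smallest value is 0.0198. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

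The files name no genome build. The ends of the chromosomes in the tracks were those of GRCm38, and a RefSeq gene table for assembly GRCm38.p6 was used only for gene names and for which windows lie in genes (21631 protein-coding genes). As a control on that choice, the gene-body ratio was recomputed with the gene table shifted by 1 Mb in either direction. Coordinates are those of the deposited windows and peaks, counted from 1. Regions named in the text follow a rule fixed before the data were examined: the 4 Hox clusters, the 5 H3K27me3 peaks of at least 2 kb with the highest untreated signal, and for each mark the 3 called bins with the largest change that separated all libraries of the arms and lay above the untreated median of that mark.

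The designs and most alternatives were fixed before the data were examined. The comparison within deciles of untreated H3K36me2, the partial correlations and the comparisons relative to the library mean were added afterwards. The alternatives were bins of 5 kb and 50 kb, library totals or median centring in place of the spike-in scale, a pseudocount of 0.1, looser and stricter filters, the replicate number as a block, each library left out in turn, autosomes alone, all 8 quantitative libraries in one fit, medians in place of means, higher-scoring or longer peaks, and other definitions of overlap. Windows offset by 500 bp, limma-voom on the recovered reads, the block with library totals, 2 other random placements, the block for the correlation of H3K36me2 change with H3K27me3 and the left-out libraries for the correlation of untreated marks were chosen after seeing the data.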

Results

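The genome-wide distribution of 5 histone marks was profiled in E14 mouse embryonic stem cells, and the abundance of H3K27me3 and H3K36me2 was followed on a Drosophila spike-in scale after 7 days of the EZH2 inhibitor EPZ-6438 at 10 µM. EZH2 is the catalytic subunit of PRC2, which places methyl groups on H3K27. Each of the 9 groups held 2 libraries. Estimated mouse reads, in units of 1000000 (M), were 40.7 and 33.0 M for untreated H3K27me1, 37.0 and 46.3 M for H3K27me2, 25.4 and 21.2 M for H3K27me3, 50.9 and 30.7 M for H3K36me2, and 20.3 and 17.3 M for H3K36me3. The quantitative H3K27me3 libraries had 16.3 and 21.1 M reads after DMSO and 0.750 and 1.34 M after the inhibitor. The quantitative H3K36me2 libraries had 63.7 and 38.2 M after DMSO and 84.4 and 41.8 M after the inhibitor.

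Replicates of the untreated libraries correlated across 10 kb bins with a Spearman rho of 0.927 for H3K27me1, 0.966 for H3K27me2, 0.968 for H3K27me3, 0.985 for H3K36me2 and 0.971 for H3K36me3. For the quantitative libraries the values were 0.962 for H3K27me3 after DMSO, 0.986 for H3K36me2 after DMSO and 0.979 for H3K36me2 after the inhibitor. The H3K27me3 libraries after the inhibitor correlated at 0.573 over the 189625 bins with reads in both, where single-bin values rest on few reads. In all 9 groups the replicates differed by more than sampling noise, with a chi-square per degree of freedom between 1.20 and 1.86, so each was kept as a separate library.

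The first question was where each mark lies in untreated cells. H3K36me3, a mark of transcribed gene bodies, was 3.70-fold higher over bodies of protein-coding genes than over intergenic windows, a log2 ratio of 1.89 ± 0.07 (SD, n = 2). With the gene table shifted by 1 Mb the log2 ratio was 0.50 in one direction and 0.54 in the other. The corresponding log2 ratios were 0.72 for H3K36me2, 0.56 for H3K27me1, 0.54 for H3K27me3 and 0.48 for H3K27me2. Median signal in place of the mean moved the H3K36me3 ratio most, to 2.58. That value is coarse, because the intergenic medians were 0.0983 and 0.0577 RPM in replicates 1 and 2. A single read is 0.0492 and 0.0577 RPM in these libraries.

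Across 247164 bins with reads in all 10 untreated libraries, H3K36me2 ranked bins most like H3K27me2 (Spearman rho 0.867 ± 0.0113, mean ± SD over 4 pairs of libraries) and H3K36me3 (0.860 ± 0.0183). H3K27me1 correlated with H3K36me3 at 0.766 ± 0.0370, and H3K27me2 with H3K36me3 at 0.725 ± 0.0240. H3K27me1 correlated with H3K27me2 at 0.701 ± 0.0260 and with H3K36me2 at 0.658 ± 0.0214. H3K27me3 correlated with H3K27me2 at 0.561 ± 0.0629, with H3K36me2 at 0.485 ± 0.0581 and with H3K36me3 at 0.250 ± 0.0555. The lowest of the 10 values was that of H3K27me3 with H3K27me1, at 0.0646 ± 0.0502. The positive correlation of H3K27me3 with H3K36me2 held in every pair of libraries, from 0.416 to 0.553, and the DMSO libraries moved it most, to 0.598.

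**Figure D1:**
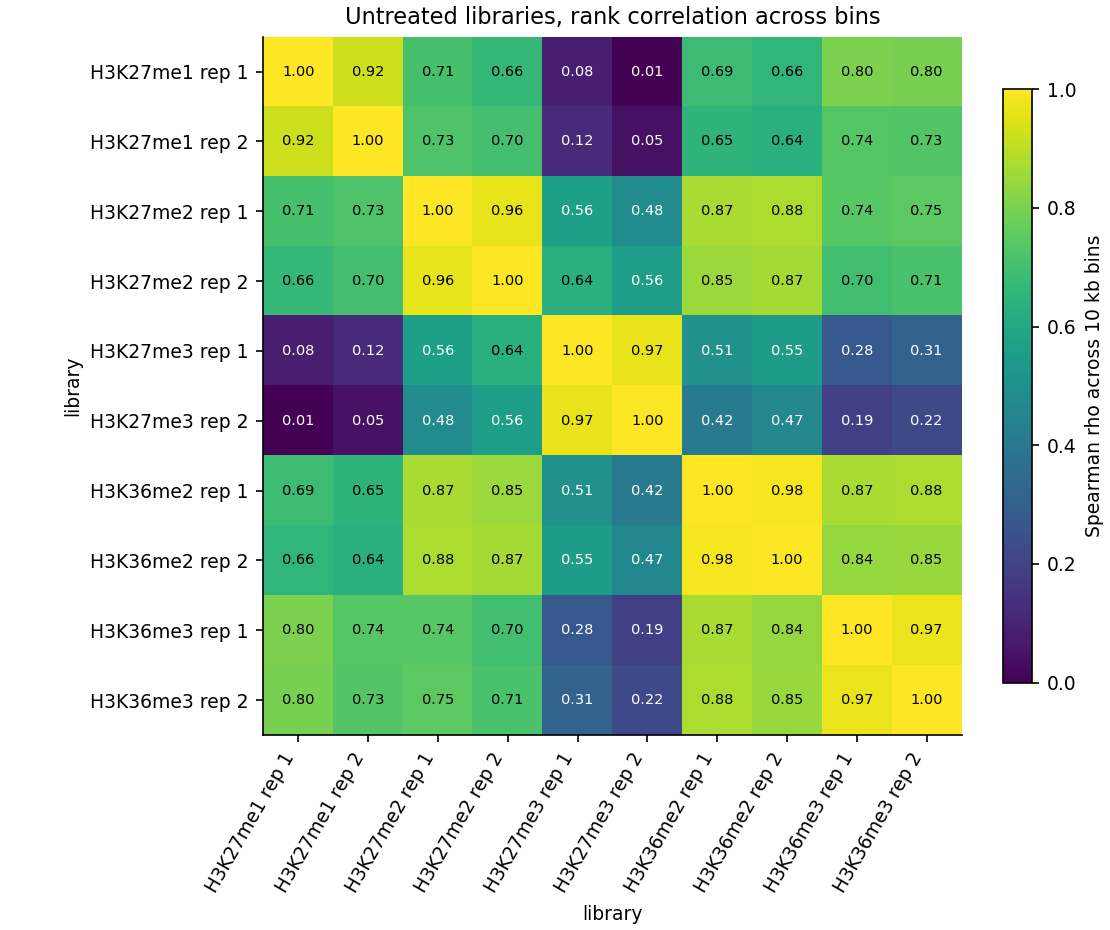
Spearman rho across 10 kb bins for each pair of the 10 untreated libraries, with libraries on both axes and rho as colour and number. Replicates of a mark lie at 0.922 or above, and H3K27me3 and H3K27me1 libraries pair at 0.124 or below.

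The authors' replicated peaks covered 20.5% of windows for H3K27me1 (45524 peaks), 27.7% for H3K27me2 (43264 peaks), 21.7% for H3K27me3 (43094 peaks) and 30.7% for H3K36me2 (40833 peaks). H3K27me3 and H3K36me2 peaks shared 331.264 Mb, 60.1% of the H3K27me3 peak sequence, against 179.418 ± 1.54 Mb (SD of 100 placements) when H3K27me3 peaks were placed at random, a ratio of 1.85 (two-sided permutation p 0.0198, the smallest that 100 placements allow). The placements ignore the clustering of peaks into domains, so their SD understates the spread. The count of peaks touched by at least 1 bp moved the ratio most, to 1.50. H3K27me1 and H3K27me3 peaks were the one pair of the 6 that shared less than random placement, at a ratio of 0.505 (permutation p 0.0198). The ratio was 2.54 for H3K27me2 with H3K36me2, 2.06 for H3K27me1 with H3K27me2, 1.90 for H3K27me1 with H3K36me2 and 1.76 for H3K27me2 with H3K27me3, each with the same permutation p of 0.0198 before and after Benjamini-Hochberg adjustment over the 6 pairs.

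The second question was how far H3K27me3 falls when EZH2 is inhibited. On the spike-in scale the genome-wide mean was 42.2 ± 9.17 scaled reads per window after DMSO and 0.0790 ± 0.0172 after the inhibitor (SD, n = 2 each), a log2 change of -9.06 or 534-fold lower, with both inhibitor libraries below both DMSO libraries (exact permutation p 0.333, the smallest that 2 against 2 libraries allow). The size of the fall rests on the factors taken to be the spike-in scale, because library totals make this mean equal in every library. Over H3K27me3 peaks the log2 change was -9.55, or 749-fold lower (exact permutation p 0.333), and -0.49 relative to each library's own mean. Of 189431 bins of 10 kb with reads in all 4 libraries, limma called 189356 changed at an adjusted p under 0.05, all of them lower, with a median log2 change of -4.85 on the scale with 1 added. With library totals in place of the spike-in scale 24755 bins were called, 21997 higher and 2758 lower, and with median centring 150276 bins were called, 73485 higher and 76791 lower. Median centring sets a near-even split by construction.

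**Figure D2:**
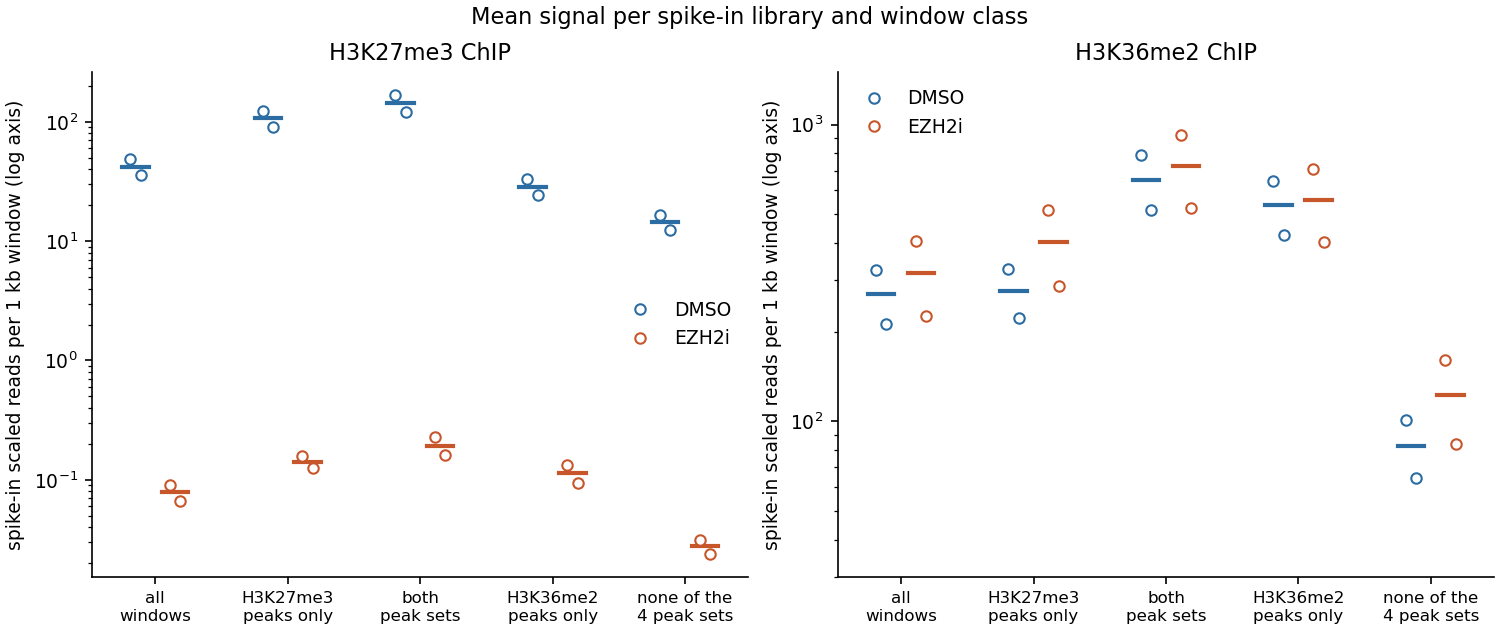
Mean spike-in scaled reads per 1 kb window (log axis) in each DMSO and inhibitor library (circles, with bars at the mean of 2) for H3K27me3 on the left and H3K36me2 on the right, by peak class of the window. H3K27me3 over all windows fell from 42.2 to 0.0790, while the H3K36me2 libraries of the arms overlap in every class shown.

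The distribution of the H3K27me3 reads also changed. Windows in H3K27me3 peaks held 67.8 ± 1.99% of window reads in untreated cells, 66.8 ± 0.264% after DMSO and 47.6 ± 0.00899% after the inhibitor (SD, n = 2 each). The ratio of mean signal in H3K27me3 peaks outside H3K36me2 peaks to that in H3K36me2 peaks outside H3K27me3 peaks, taken within each library, was 3.73 ± 0.0171 after DMSO and 1.26 ± 0.105 after the inhibitor, 2.96-fold lower and beyond the spread of either arm (log2 change -1.57). Relative to the library mean, H3K27me3 changed by -0.49 in its own peaks, by 1.07 in H3K36me2 peaks outside them, by 1.46 in windows of H3K27me1 or H3K27me2 peaks alone and by 0.02 in windows of none of the 4 peak sets (log2, exact permutation p 0.333 for the first 3 classes and 0.667 for the last).

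The third question was whether H3K36me2 changes in abundance. The genome-wide mean was 268 ± 77.9 scaled reads per window after DMSO and 315 ± 126 after the inhibitor (SD, n = 2 each), a log2 change of 0.23 that lay within the spread between replicates (exact permutation p 0.667). Replicate 1 lay above replicate 2 in both arms, at 323 against 213 after DMSO and 404 against 227 after the inhibitor. Each inhibitor library lay above the DMSO library of the same number. The log2 change had an SD of 0.165 over the 2 same-numbered pairs, against 0.514 within arms. The comparisons of mean levels that follow in this paragraph make no use of the numbers. The sign of the genome-wide change depended on single libraries: the change was -0.04 without DMSO replicate 2 and -0.24 without inhibitor replicate 1. Over H3K36me2 peaks the log2 change was 0.07 (exact permutation p 1), and it was -0.13 relative to the library mean. Over H3K27me3 peaks it was 0.22 (exact permutation p 0.667), and 0.01 relative to the library mean. Both of these changes also turned negative without DMSO replicate 2, to -0.23 and -0.09, and without inhibitor replicate 1, to -0.34 and -0.20. With the libraries of an arm treated as independent, a change in H3K36me2 abundance was not detectable above the spread between replicates.

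Of 253049 bins of 10 kb, limma called 1 as changed in H3K36me2, and 12899 had an unadjusted p under 0.05. Limma-voom on the recovered reads called 0, with 9919 at an unadjusted p under 0.05. The median log2 change over bins was 0.30. Both inhibitor libraries lay above both DMSO libraries in 20.2% of bins and below both in 0.339%. Random order gives 16.7% in each direction for a single bin. These shares cannot be judged against that value, because the factor of a library shifts all of its bins together. The call count depended on the scale, since library totals gave 20567 called bins, 20357 higher and 210 lower. It also depended on the replicate number: with the number as a block on the spike-in scale, limma called 82916 bins, 82355 higher and 561 lower. However, 2 pairs cannot show that the numbers pair the libraries, so the fit without the block was kept as the main one. Without DMSO replicate 2 limma called 0 bins (467 at an unadjusted p under 0.05), and without inhibitor replicate 2 it called 90. The called bin, chosen here after its values were seen, lies on chromosome 3 from 140510001 to 140520000 and overlaps no gene. It held 5 and 1 window reads after DMSO and 43 and 18 after the inhibitor (log2 change 3.03, SE 0.57, limma adjusted p 0.0258), and its untreated H3K36me2 level of 0.0170 RPM per window lay far below the median of 0.344.

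The distribution of H3K36me2 over peak classes was then compared within libraries, where the spike-in factor has no effect. The ratio of mean H3K36me2 in H3K27me3 peaks outside H3K36me2 peaks to that in H3K36me2 peaks outside H3K27me3 peaks was 0.514 ± 0.0129 after DMSO and 0.720 ± 0.0125 after the inhibitor (SD, n = 2 each). The log2 difference of 0.48 exceeded the SD between replicates of 0.03, and both inhibitor libraries lay above both DMSO libraries (exact permutation p 0.333, the smallest that 2 against 2 libraries allow). Keeping windows in both peak sets, or taking the median over peaks, gave 0.14. The same ratio varied more between the untreated libraries, which lack a spike-in, at 0.327 and 0.447 (log2 -1.61 and -1.16, SD 0.32), so precipitations without a difference in treatment differed about as much as the arms did. Relative to the library mean, on the log2 scale, H3K36me2 rose by 0.31 in H3K27me3 peaks alone and by 0.32 in windows of no peak, and it changed by -0.18 in H3K36me2 peaks alone and by -0.08 in windows of both sets.

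Across 251365 bins, the log2 change of H3K36me2 had a Spearman rho of -0.00122 with the untreated H3K27me3 level, with values from -0.0249 to 0.00964 over the 4 pairs of libraries. The value was -0.0231 without inhibitor replicate 1. The restriction to bins below the median of untreated H3K36me2 moved it most, to 0.344. The relation was not monotonic, since the change relative to the library mean was 0.01 in the lowest decile of H3K27me3, 0.33 in the fifth and 0.03 in the highest. By decile of untreated H3K36me2 the same change went from 0.60 in the lowest to -0.19 in the highest. The change correlated at -0.686 with untreated H3K36me2, -0.740 with H3K36me3, -0.586 with H3K27me1 and -0.529 with H3K27me2.

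**Figure D3:**
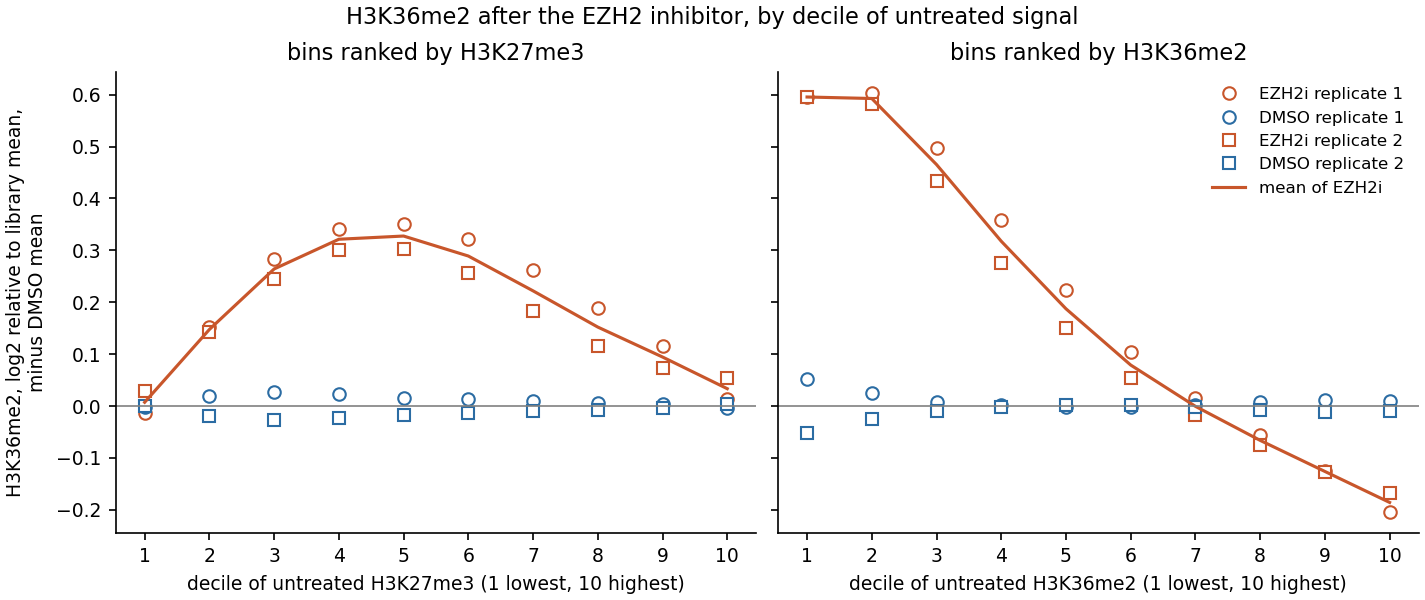
Change of log2 H3K36me2 relative to the library mean, minus the DMSO mean, for each quantitative library, by decile of untreated H3K27me3 (left) and of untreated H3K36me2 (right) across 10 kb bins; the line is the mean of the inhibitor libraries. On the right the mean runs from 0.60 in the lowest decile to -0.19 in the highest, and on the left it peaks at 0.33 in the fifth decile.

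Because H3K27me3 and H3K36me2 levels are correlated, bins were also compared within deciles of untreated H3K36me2, a comparison added after the first results were seen. The tercile of bins richest in untreated H3K27me3 exceeded the poorest tercile in log2 H3K36me2 by 0.35 ± 0.01 after DMSO and by 0.68 ± 0.02 after the inhibitor (SD, n = 2 each), a difference of 0.33 with values from 0.31 to 0.35 over the 4 pairs of libraries. The difference was above 0 in 10 of 10 deciles in every pair. The gap of 0.35 after DMSO arose without the inhibitor, in bins matched on the untreated libraries. A gap that follows H3K27me3 is therefore not specific to inhibition.

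**Figure D4:**
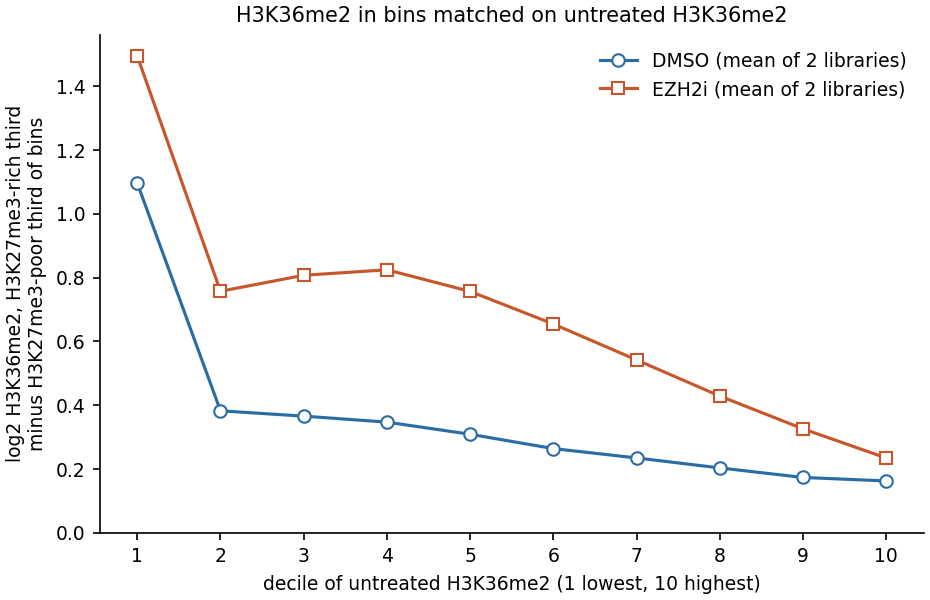
Log2 H3K36me2 in the tercile of 10 kb bins richest in untreated H3K27me3 minus that in the poorest tercile, by decile of untreated H3K36me2, as the mean of 2 DMSO libraries (circles) and of 2 inhibitor libraries (squares). The inhibitor points lie above the DMSO points in 10 of 10 deciles, by 0.33 on average.

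The 4 Hox clusters, which are repressed by PRC2 in embryonic stem cells, were examined as named regions. The largest H3K27me3 peak lay on chromosome 6 from 52161001 to 52255000 at Hoxa, on chromosome 11 from 96268501 to 96387000 at Hoxb, on chromosome 15 from 102935501 to 103036000 at Hoxc and on chromosome 2 from 74640501 to 74787500 at Hoxd. Untreated H3K27me3 over the clusters was 7.66 ± 1.46, 6.60 ± 0.827, 5.19 ± 0.770 and 7.77 ± 0.838 times the genome mean in that order (SD, n = 2). After the inhibitor it was 981-fold lower at Hoxa, 521-fold lower at Hoxb, 1312-fold lower at Hoxc and 711-fold lower at Hoxd, from 127 to 1437 window reads per cluster and library. Relative to the library mean the log2 change was below 0 in all 4 pairs of libraries at Hoxa (mean -0.93), Hoxc (-1.29) and Hoxd (-0.41), whereas at Hoxb it ranged from -0.65 to 0.66. H3K36me2 over the clusters changed by 0.13, 0.19, 0.27 and 0.33 on the spike-in scale, and by -0.08, -0.03, 0.05 and 0.10 relative to the library mean.

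**Figure D5:**
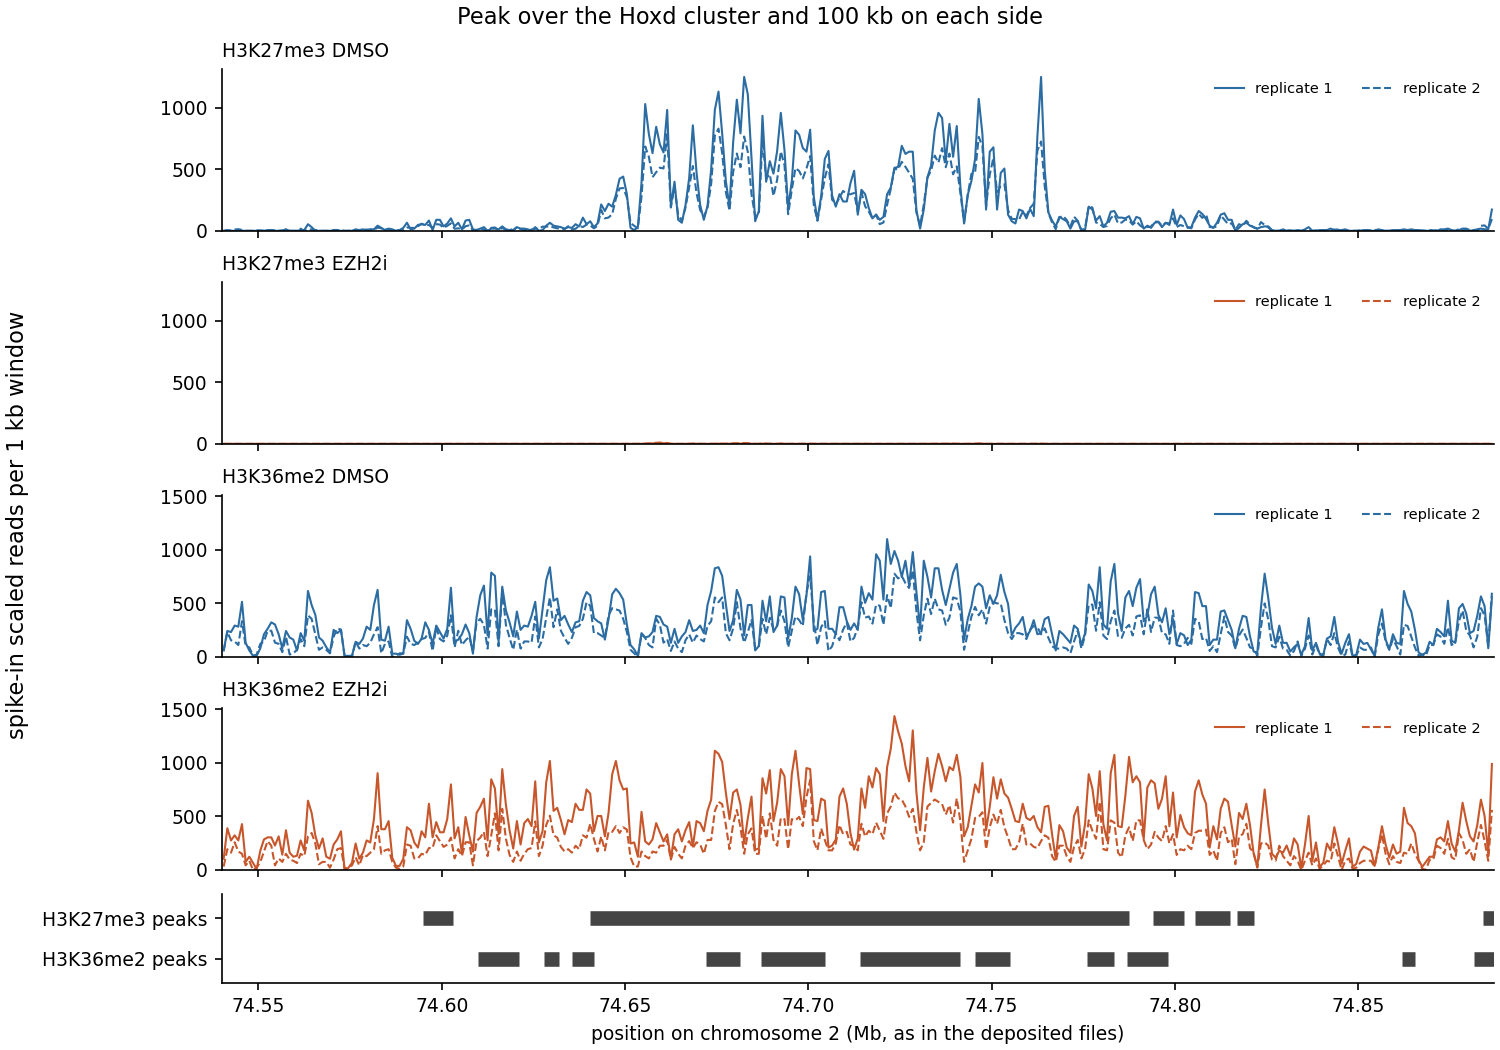
Spike-in scaled reads per 1 kb window over the Hoxd H3K27me3 peak and 100 kb on each side on chromosome 2, for the DMSO and inhibitor libraries of H3K27me3 and H3K36me2 (solid line replicate 1, dashed line replicate 2), with the authors' peaks as bars. H3K27me3 over the cluster is 711-fold lower after the inhibitor, and H3K36me2 over it changed by 0.33 on the log2 scale.

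The 5 H3K27me3 peaks with the highest untreated signal were high in all 5 marks, from 10.5 to 96.5 times the genome mean of the mark, and another mark exceeded H3K27me3 in 4 of the 5, so their signal is not specific to H3K27me3. They lie on chromosome 17 from 39842501 to 39849000 (Rn18s-rs5 and AY036118), on chromosome 11 from 3127001 to 3200000 (Sfi1 and 4 genes that are not protein-coding), on chromosome 2 from 98662001 to 98667500 (no gene), on chromosome 14 from 19415501 to 19419500 (no gene) and on chromosome 9 from 35305001 to 35307500 (Gm33838). H3K27me3 in them was 62.3-fold, 443-fold, 50.0-fold, 91.8-fold and 54.2-fold lower after the inhibitor, less than the 534-fold of the genome mean. Relative to the library mean it rose by 3.12, 0.27, 3.37, 2.52 and 3.27 on the log2 scale.

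The 3 called bins with the largest fall in H3K27me3 were ranked on the scale with 1 added, which favours bins with high DMSO signal. They lay on chromosome 16 from 35530001 to 35540000 (no gene, log2 change -8.88, SE 0.21), on chromosome 11 from 3170001 to 3180000 (Sfi1, -8.76, SE 0.22) and on chromosome 1 from 85590001 to 85600000 (Sp110 and Sp140, -8.74, SE 0.22). Each had a limma adjusted p of 1.62e-06. Without the added 1, H3K27me3 in them was 1556-fold, 597-fold and 836-fold lower in that order. Over all H3K27me3 peaks it was 749-fold lower, so the chromosome 11 bin fell less than the peaks as a whole. The 3 bins held 23 to 235 window reads per library after the inhibitor. The chromosome 11 bin lies in the chromosome 11 peak named above, and its untreated signal was at least 16.8 times the genome mean in every mark. In the chromosome 1 bin H3K27me1 and H3K27me2 were also 7.57 and 6.42 times their genome means, against 17.1 times for H3K27me3. For H3K36me2 the called bin lay below the untreated median, so the rule named no bin for that mark.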

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

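The test of the share of chromosome Y reads in the top windows was chosen after those reads had been seen, and before the share was computed. The comparisons of the report do not use chromosome Y, yet reads lay on it in every untreated library, from 3410 to 73926 window reads, above the 3 reads that a count of 0 would allow. The mean signal per window on chromosome Y was 3.56% of the autosomal mean for H3K27me1, 1.56% for H3K27me2, 0.728% for H3K27me3, 0.228% for H3K36me2 and 0.879% for H3K36me3.

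The test asked whether these reads fall in a few repeated or pseudoautosomal windows. The 1% of chromosome Y windows with the highest counts held 72.2% of the chromosome Y reads for H3K36me2 and 86.1% for H3K36me3, so most of the signal of these marks may come from such windows. For H3K27me1, H3K27me2 and H3K27me3 the same share was 24.4%, 22.9% and 37.3%, which argues against a few windows as the main source there. In the DMSO libraries of H3K36me2 (20330 and 14236 window reads on chromosome Y) the share was 38.3%. That is below the 72.2% of the untreated libraries of that mark (5631 and 3410). The top windows are chosen by count, so the share rises as reads become scarce. It was 100% in H3K27me3 replicate 1 after the inhibitor, with 655 reads. The H3K36me2 share is thus not separated from read number. Untreated H3K36me3 (9613 and 6598) and H3K27me3 (8664 and 7789) had similar read numbers. Reads of repeated sequence spread over the chromosome, and cells that carry a chromosome Y, were not tested and stay open. The labels give neither the sex nor the karyotype of the cells, and no biological explanation was tested.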

How the results depend on the processing

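Chosen after the result was seen were the windows offset by 500 bp, limma-voom, the block with library totals, the 2 other placements of peaks, the block for the correlation of H3K36me2 change with H3K27me3 and the left-out libraries for the correlation of untreated marks. Over 109 alternatives, 72 left a result in place, 30 moved it and 7 reversed it under the rule that follows. A tested value counts as in place if it keeps its sign and its side of the threshold, another value if it moves by less than the SD between replicates, and a count if it stays within 1.5 times. Reversals are counted only for values other than counts, and not for the correlation of H3K36me2 change with untreated H3K27me3, which is smaller than its spread; it turned positive in bins below the median of untreated H3K36me2 (0.344), without DMSO replicate 1 (0.0032) and with the replicate number as a term, as given below. This rule is loose: it counts as in place the median-centred H3K27me3 fit, whose calls go both ways, the H3K27me3 change in peaks of -0.49 with library totals against -9.55, and the fall of the within-library H3K36me2 difference from 0.48 to 0.14. For changed results the cause was not tested unless stated.

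The calls of lower H3K27me3 kept their direction in every fit on the spike-in scale. The count of 189356 became 50173 of 50188 in 50 kb bins, where there are fewer bins to test. It became 24755 (21997 higher, 2758 lower) with library totals, 59386 (45278 higher, 14108 lower) in limma-voom with library totals, and 150276 (73485 higher, 76791 lower) with median centring; these scales remove the genome-wide fall by construction. Leaving out one library gave 189485 to 226550 calls. The genome-wide change ran from -9.30 to -8.82 and the change in H3K27me3 peaks from -9.78 to -9.32 with a library left out, and the latter was -0.49 with library totals.

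The H3K36me2 count was unstable. Against 1 call in 10 kb bins, limma called 89 in 5 kb bins, 10 with a pseudocount of 0.1, 11 without the filter, 5 with all 8 libraries in one fit, 20567 (20357 higher, 210 lower) with library totals and 33903 (28723 higher, 5180 lower) in limma-voom with library totals. It called 0 in 50 kb bins (1327 at an unadjusted p under 0.05), 0 with offset windows (12849), 0 with median centring (80913) and 0 in bins at or above the median (157), and limma-voom on the spike-in scale called 0 (9919). With a library left out, where a lone library is assumed to vary like the other arm, limma called 0 to 90. The extremes were 0 (467 at an unadjusted p under 0.05) without DMSO replicate 2 and 90 without inhibitor replicate 2, and the single call without inhibitor replicate 1 was lower.

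The H3K36me2 genome-wide change ran from -0.24 to 0.59 with a library left out, and was -0.04 without DMSO replicate 2 and -0.24 without inhibitor replicate 1. In H3K36me2 peaks it ran from -0.34 to 0.48, with -0.23 and -0.34 in the same cases, and was -0.13 with library totals. In H3K27me3 peaks it ran from -0.20 to 0.63, with -0.09 and -0.20. The within-library difference of 0.48 stayed above 0 under all 8 of its alternatives (0.14 to 0.51, and 0.46 to 0.51 with a library left out). The exact test cannot go below 0.333 here, so its p says nothing about stability.

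The correlation of untreated H3K27me3 and H3K36me2 was 0.567 in 50 kb bins and 0.598 in DMSO libraries, and 0.442 to 0.529 with a library left out. The correlation of H3K36me2 change with untreated H3K27me3 was -0.0740 in 50 kb bins, 0.344 in bins below the median of untreated H3K36me2, and -0.0231 to 0.00324 with a library left out. The peak overlap ratio was 2.01 for higher-scoring peaks, 1.69 and 1.50 for shares of peaks with at least 50% or 1 bp covered, and 1.78 with windows without reads excluded; the definitions measure different quantities. The gene body log2 ratio was 2.58 with medians and 1.84 to 1.94 with a library left out.

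Replicate numbers are shared by the arms, but 2 pairs cannot show that they pair the libraries. Across bins, deviations of same-numbered libraries correlated at 0.0496 for H3K27me3 and 0.264 for H3K36me2. This correlation leaves out a shift shared by all bins of a library. The genome-wide log2 change of H3K27me3 had an SD of 0.000662 over same-numbered pairs, against 0.317 within arms. For H3K36me2 the SDs were 0.165 and 0.514. These SDs go with pairing by number but rest on 2 pairs. With the number as a block, limma called 189415 H3K27me3 bins and 82916 H3K36me2 bins (82355 higher, 561 lower). With the block and library totals it called 37930 (31583 higher, 6347 lower) and 37174 (36491 higher, 683 lower). The pair means were -9.06 and -9.55 for H3K27me3, and 0.20, 0.07, 0.22 and 0.48 for the H3K36me2 results in the order above. The correlation of H3K36me2 change with untreated H3K27me3 changed sign under the block, from -0.0012 to 0.0035, by less than its spread of 0.0086 over libraries. The pair means named here kept their sign.

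The median over windows could not be taken for H3K27me3 genome-wide, since it is 0 after the inhibitor, and library totals set genome-wide changes to 0. A count model was set out only for deposited counts and was not run on the recovered reads, where limma-voom was used. Depth limits H3K27me3 after the inhibitor, with 0.750 and 1.34 M reads.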

Other observations

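The tests of flat background in matched bins, of a rise limited to former H3K27me3 peaks, of a wrong spike-in factor for H3K27me3, of a factor common to every library on chromosome X, of peaks placed outside read-free windows, of windows that lift every library and of repeated sequence in the highest peaks were chosen only after the result was seen, as were the partial correlations and the test between marks. What the tests in matched bins and outside read-free windows would show was written down before their own values were computed.

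H3K36me2 rose more in H3K27me3 peaks than in H3K36me2 peaks after the inhibitor, by a log2 difference of 0.48 between windows of one peak set alone. The spike-in factor cancels from this ratio by construction and was not tested on it. Extra flat background in the inhibitor libraries is argued against for the part that follows H3K27me3. Among bins matched on untreated H3K36me2 the H3K27me3-rich tercile gained 0.33 over the poor tercile, with pairs of libraries from 0.31 to 0.35. Flat background would lift matched bins alike. However, the DMSO libraries already had a gap of 0.35 in these bins without the inhibitor. The mean log2 ratio of the 2 peak classes was -1.39 (SD 0.32) in untreated, -0.96 in DMSO and -0.47 in inhibitor libraries. Differences between sets of precipitations may therefore give a gain of this size. Given untreated H3K36me2, the partial rank correlation of the change was 0.55 with untreated H3K27me3, 0.23 with H3K27me2, -0.21 with H3K27me1 and -0.40 with H3K36me3.

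Other values go against a rise above the library mean wherever H3K27me3 was. They cannot speak about a rise shared by the whole genome, which the library mean removes. On the spike-in scale the change over H3K27me3 peaks was 0.22, with pairs of libraries from -0.50 to 0.93. Relative to the library mean, H3K36me2 changed by 0.01 over all H3K27me3 peaks, by -0.08 in windows of both peak sets, by 0.03 in the highest decile of untreated H3K27me3 and by -0.08 to 0.10 over the Hox clusters. The difference was 0.14 with shared windows kept or with medians over peaks. Untreated libraries of H3K36me2 differed in the same ratio by nearly as much as the arms, at log2 -1.61 and -1.16.

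Whether the rise is limited to former H3K27me3 peaks cannot be told apart from flat background. Windows in none of the 4 peak sets rose by 0.32 relative to the library mean, about as much as the 0.31 of H3K27me3 peaks alone, and the change went from 0.60 in the lowest to -0.19 in the highest decile of untreated H3K36me2, which flat background would also give. A hypothesis limited to the matched bins is that H3K36me2 may rise where H3K27me3 was lost and H3K36me2 was low. Precipitation that enriches differently from library to library was not tested and could give the same pattern, and 2 libraries per arm allow an exact p no lower than 0.333. In the quantitative libraries H3K27me3 and H3K36me2 changes differed by -9.27 genome-wide, and 4 of the 36 splits of libraries within marks gave a difference as large (exact permutation p 0.111).

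The genome-wide fall of H3K27me3 is 534-fold only if the deposited factors are right. A wrong factor alone would leave ratios within a library as they were, but the log2 ratio of H3K27me3 peaks to H3K36me2 peaks changed by -1.57, against SDs of 0.01 and 0.12 in the arms. The reads left after the inhibitor were still denser in H3K27me3 peaks, where 21.7% of windows held 47.6% of reads. Whether these are residual H3K27me3 or background that the antibody or the chromatin yields in such windows was not tested.

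Chromosome X carried less signal than autosomes in every mark. The ratio of means was 0.400 for H3K27me1, 0.320 for H3K27me2, 0.230 for H3K36me2, 0.226 for H3K36me3 and 0.200 for H3K27me3, and peaks covered at most 1.37% of X against 21.8% to 32.8% of the autosomes. Copy number or mappability common to every library would give one ratio for all marks. In windows with reads in every untreated library the ratio ranged from 0.351 to 0.529, a difference of 0.178 against a largest SD between replicates of 0.0235, which argues against a common factor as the whole cause. A common factor as part of it stays open, and no biological explanation was tested, since no group of the design bears on it.

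H3K27me3 and H3K36me2 peaks shared more sequence than random placement. Placement in unmappable sequence is argued against by the ratio of 1.78 with read-free windows excluded from the placements. Windows of high mappability or yield that lift every library are argued against as the whole cause by H3K27me1, whose peaks shared 0.505 times the sequence of random placement with H3K27me3 peaks (SD of placements 0.00878). In the windows of both peak sets untreated H3K27me1 was 1.07 ± 0.0299 times its genome mean, against 1.72 ± 0.0998 in H3K36me2 peaks alone, while H3K27me3 was 3.39 ± 0.185 and H3K36me2 2.47 ± 0.0913 times theirs. Such windows as part of the cause stay open, since within the 348036 windows of both sets H3K27me3 and H3K36me2 correlated at a rho of 0.158 ± 0.0368 over 4 pairs of libraries. No input library was used here to separate yield from enrichment, and a mixture of cells or alleles that carry one mark each was not tested.

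The 5 H3K27me3 peaks with the highest untreated signal were high in every mark, at no less than 10.5 times the genome mean. This is consistent with sequence that is repeated in the genome and collapsed in the assembly, and 1 of the peaks overlaps the ribosomal RNA gene Rn18s-rs5. In 4 of the 5 the H3K27me3 signal relative to the library mean rose by 2.52 or more after the inhibitor, so a larger part of the remaining reads lies there.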
